A study of Homo sapiens with 10 samples. Its data were reported in "ARID1A-dependent maintenance of H3.3 is required for repressive CHD4-ZMYND8 chromatin interactions at super-enhancers" (2022).

How the data were processed

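ChIP-seq of H2A.Z and pan-H4ac was analysed in control and shARID1A 12Z cells, with 2 libraries per mark and condition and 1 input library per condition. Chromatin was crosslinked with 1% formaldehyde for 10 min and digested with micrococcal nuclease. Groups and replicate numbers were taken from the sample titles.

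According to the methods of the study, the authors sequenced 100 bp single-end reads, aligned them to GRCh38 with Bowtie2, subsampled libraries to equal molecular complexity and removed PCR duplicates with Picard. The authors called MACS2 peaks for each library against the input of its condition at an FDR under 0.05, as narrow peaks for H2A.Z and broad peaks for pan-H4ac, and removed blacklisted regions. Replicate-overlap sets were made by the authors from peaks called on pooled replicates that overlapped a peak of each replicate by at least 50%. Equal complexity limits how far depth alone can change the number of peaks, but the efficiency of each immunoprecipitation still does. Both marks of a condition share 1 input library, so a fault in that input would reach both peak lists. For broad peaks the authors' values are averages over the region.

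The peak lists deposited by the authors hold a score (the integer of 10 times −log10 q), a linear fold enrichment ratio of ChIP over input, and −log10 values of p and q. The −log10 values deposited by the authors were used to rank and filter peaks within each list. Numbers and shares of peaks that passed a −log10 q threshold were also compared between libraries. In the replicate-overlap sets the filter on q was applied through the authors' score, which selects the same peaks. The differential tables deposited by the authors hold log2 fold changes and log2 CPM values, an F score, p-values and FDR values. The authors counted reads with csaw in regions where peaks of both replicates of a condition intersected, removed regions of low abundance, applied loess offsets that treat global differences as technical, and fitted quasi-likelihood models in edgeR with condition as the variable. No read counts were analysed here, so the authors' fit was taken as deposited and was not repeated. FDR values recomputed by the Benjamini-Hochberg method from the deposited p-values matched the deposited FDR. Every window edge equalled a peak edge. The authors state that regions were merged to at most 5 kb, whereas 1719 pan-H4ac windows were wider. They also state that a merged region was represented by its most significant probability. Table starts equalled 0-based peak starts, so intervals were treated as half-open for overlaps. Window widths count both printed positions and are 1 bp more than the half-open length. Under the half-open reading 3 H2A.Z and 10 pan-H4ac windows with a width of 1 bp have no length and overlap nothing.

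Gene positions came from GENCODE release 44 on GRCh38, restricted to 23 chromosomes (22 autosomes and X). The largest window end on any chromosome did not exceed the length of that chromosome. The annotation used by the authors was not used here. Promoter-proximal means within 3 kb of the TSS of any of 62062 genes, taken from the gene record. Window GC content was measured over the window or at least 500 bp around its midpoint. An overlap required at least 1 bp. Windows were named by a fixed rule, the 3 windows with the smallest FDR for each mark and direction, plus the significant windows of the gene list and the windows of ARID1A. Each took the name of a gene with a TSS within 3 kb (protein-coding genes first, then the nearest), else of the gene body it overlapped.

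Peak numbers and covered lengths were compared on the log2 scale by two-sided exact permutation tests, which with 2 libraries against 2 cannot fall below 0.333. Shares have 95% exact binomial (Clopper-Pearson) intervals, which cover counting error only. Odds ratios were tested by two-sided Fisher's exact tests and by 100000 random rotations of calls along each chromosome, since neighbouring windows are not independent. Stratified odds ratios are Mantel-Haenszel estimates over 10 width or GC deciles. Widths were compared by a rank-sum permutation test with 100000 resamples. The co-occurrence of peaks was set against 1000 random rotations in bins of 100 bp. Alternatives covered stricter peak thresholds, equal numbers of top peaks, autosomes, other FDR thresholds, a 1.5-fold minimum, other TSS distances, width strata, leaving out each library, and the replicate number as a block. For peak calls behind windows, the share of libraries with a peak per condition was used when a library was left out. The design and these alternatives were fixed before the data were examined. The alternatives on GC content and the tests of technical explanations were added afterwards. Mantel-Haenszel p-values rest on a large-sample approximation and are not printed.

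Overlap code was tested on simulated intervals, where 400 of 400 matched bedtools 2.31.1. On simulated calls at the positions of the 8769 H2A.Z windows, the rotation test gave p under 0.05 in 3.5% of 200 runs without an association and in 100% of 200 runs with a planted odds ratio of 3.2. At the 42483 pan-H4ac windows the shares were 7% and 100%. Calls and features were drawn independently for each window, so these runs do not show how the test behaves when neighbouring windows depend on each other. They also used all windows, whereas comparisons of increasing with decreasing windows used fewer. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, statsmodels 0.14.6, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9 were used.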

Results

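The histone variant H2A.Z and pan-acetylated histone H4 (pan-H4ac, recognised by an antibody against several acetylated lysines of the H4 tail) were mapped in 12Z cells by ChIP-seq, in which chromatin fragments bound by an antibody are sequenced. 12Z is an immortalized line of human endometriotic epithelial cells. Cells carried either a control lentiviral shRNA or an shRNA against ARID1A (shARID1A), a subunit of the SWI/SNF chromatin remodelling complex, and were harvested 72 h after transduction. Each mark had 2 ChIP libraries per condition, which gave 8 libraries with peak lists in 4 groups. The remaining 2 libraries were inputs, 1 per condition, and were not analysed here beyond their use in the authors' peak calls. Labels gave a minimum of 40000000 reads per ChIP library and 80000000 reads per input library. The realised depth of each library after subsampling and duplicate removal was unknown, so no counting interval could be placed on a peak. The level of ARID1A itself was not measured in these libraries, and the knockdown was taken from the labels. The study separately shows an ARID1A immunoblot of 12Z cells given lentiviral shARID1A or control shRNA. In the ARID1A gene (chromosome 1 from 26693236 to 26782104) or within 3 kb of its TSS (transcription start site), the authors' deposited table held 1 H2A.Z window, upstream of the gene, and 10 pan-H4ac windows. None passed an FDR of 0.05 in the authors' deposited table (smallest FDR 0.203), and 1 had an unadjusted p under 0.05.

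The first comparison asked whether the number of enriched regions differed between shARID1A and control cells. H2A.Z peaks numbered 13575 and 9100 in the control libraries and 18125 and 14582 in the shARID1A libraries. The group means were 11338 ± 3164 peaks (SD, n = 2) in control and 16354 ± 2505 peaks (SD, n = 2) after knockdown. The ratio of geometric means was 1.46-fold (log2 ratio 0.55), and the libraries of the groups did not overlap (exact permutation test, two-sided, p = 0.33). With 2 libraries against 2, p = 0.33 is the smallest value this exact test allows, so no peak-number difference could pass 0.05. At a −log10 q of at least 3 the groups overlapped, with 11039 and 6615 control and 13835 and 10429 shARID1A peaks (exact permutation p = 0.67). They also overlapped at a −log10 q of at least 5 (exact permutation p = 0.67). The log2 ratio ranged from 0.26 to 0.84 when each library was left out in turn, lowest without control replicate 2. H2A.Z peaks covered 3.79 ± 1.36 Mb (SD, n = 2) in control and 5.21 ± 1.01 Mb (SD, n = 2) in shARID1A libraries. The covered lengths overlapped between groups (log2 ratio 0.49, exact permutation p = 0.67), a difference of about the size of the pooled replicate SD of 0.42 on the log2 scale. Without control replicate 2 the log2 ratio of covered length was 0.12.

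Broad pan-H4ac peaks numbered 34212 and 21087 in control and 129436 and 43859 in shARID1A libraries. Their means were 27650 ± 9281 (SD, n = 2) and 86648 ± 60512 (SD, n = 2). The ratio of geometric means was 2.81-fold (log2 ratio 1.49, exact permutation p = 0.33). Replicate 1 of shARID1A carried much of this difference, and without it the log2 ratio was 0.71. Covered length was 28.6 ± 12.7 Mb (SD, n = 2) in control and 123 ± 90.4 Mb (SD, n = 2) after knockdown, a log2 ratio of 1.96 (exact permutation p = 0.33). Without shARID1A replicate 1 it was 1.13. Among the processing alternatives, a −log10 q of at least 5 moved this log2 ratio most, to 6.75, on far fewer peaks. These numbered 28 and 9 in control and 1189 and 23 in shARID1A replicates 1 and 2, so peak numbers overlapped between groups there (exact permutation p = 0.67). At a −log10 q of at least 3 they numbered 1520 and 364 in control and 14101 and 1678 in shARID1A. Median peak width was 258 to 280 bp for H2A.Z and 580 to 673 bp for pan-H4ac. The median fold enrichment over input, the authors' own value for each peak, was 4.16 to 4.32 within the H2A.Z lists and 2.71 to 3.12 within the pan-H4ac lists.

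**Figure D1:**
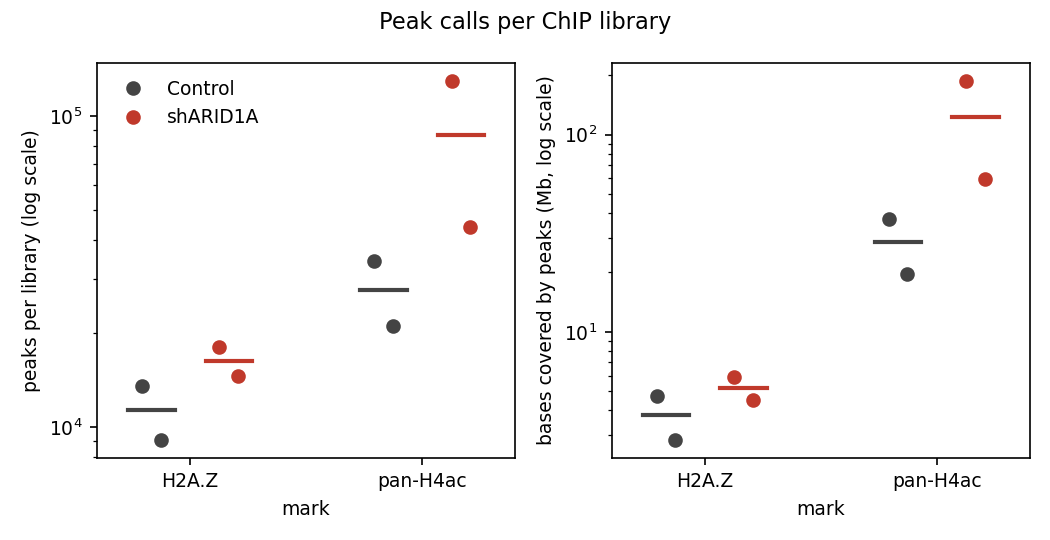
Peaks per library (left) and bases covered by peaks in Mb (right), both on log axes, for each mark in control (grey) and shARID1A (red); points are libraries and bars are arithmetic means of 2 libraries. Both shARID1A libraries lie above both control libraries in peak number for each mark, and H2A.Z covered length overlaps between the conditions.

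Agreement between replicates was examined next. Of the H2A.Z peaks in control replicate 1, 45.8% overlapped a peak of replicate 2 by at least 1 bp (95% exact binomial interval 45.0 to 46.7%). In the opposite direction the share was 71.0% (70.0 to 71.9%). The shARID1A H2A.Z libraries gave 47.6% and 60.2%. For pan-H4ac, 35.0% of control replicate 1 peaks and 66.7% of control replicate 2 peaks were shared. In shARID1A, 21.8% of the peaks of replicate 1 and 88.3% of those of replicate 2 were shared. These intervals treat peaks as independent and cover counting error only. The base-pair Jaccard index averaged 30.1% within H2A.Z groups and 23.8% between them, a difference of 6.26 percentage points against an SD of 2.84 among the 4 between-group pairs. For pan-H4ac the averages were 27.8% and 19.8%. That difference of 7.96 percentage points was smaller than the SD of 8.99 among its between-group pairs. With the same number of top peaks per library the difference was 7.03 for H2A.Z (SD 1.23 among between-group pairs). For pan-H4ac it was 10.6 and then exceeded the SD (6.05). Single pan-H4ac pairs still overlapped. Control replicate 1 with shARID1A replicate 2 gave 31.1% for all peaks, above the control pair (29.6%) and the shARID1A pair (26.0%). With equal numbers it gave 33.3%, above the control pair (32.8%) but below the shARID1A pair (40.7%).

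Replicate-overlap sets were then compared between conditions to ask how much of the landscape was called in both. These sets held 5827 control and 8043 shARID1A H2A.Z peaks. Of the control H2A.Z peaks, 3851 (66.1%, exact binomial interval 64.9 to 67.3%) overlapped a shARID1A peak. Of the shARID1A H2A.Z peaks, 3857 (48.0%, 46.9 to 49.1%) overlapped a control peak. The pan-H4ac sets held 10558 control and 25785 shARID1A peaks. Nearly all control pan-H4ac peaks, 9473 or 89.7% (89.1 to 90.3%), overlapped a shARID1A peak. Only 7272 of the shARID1A pan-H4ac peaks, or 28.2% (27.7 to 28.8%), overlapped a control peak. Counting an overlap with any single library of the other condition raised the shared part of shARID1A H2A.Z peaks to 74.5%, and that of shARID1A pan-H4ac peaks to 57.0%. Promoter-proximal peaks, within 3 kb of a gene's transcription start site (TSS), made up 83.3% of control and 79.0% of shARID1A H2A.Z sets. The corresponding pan-H4ac values were 37.3% and 41.9%.

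Differential abundance was taken from the authors' deposited table for each mark, which compares shARID1A with control by a quasi-likelihood fit after loess normalization. For H2A.Z, the authors' deposited table held 8769 windows, of which 393 (4.48%) passed a false discovery rate (FDR) of 0.05. Among these windows of the authors' deposited table, 223 increased and 170 decreased after ARID1A knockdown. The pan-H4ac windows of the authors' deposited table numbered 42483, with 1944 (4.58%) below the same threshold. Here 459 windows increased and 1485 decreased in the authors' deposited table. Increases thus made up 56.7% of significant H2A.Z windows and 23.6% of significant pan-H4ac windows in the authors' deposited table. Leaving out each chromosome in turn gave jackknife standard errors of 4.37 and 2.32 percentage points for these shares. Loess normalization centres the fold changes, so the split describes departures from the typical window rather than total abundance. At an FDR of 0.01 the authors' deposited table kept 56 increasing and 31 decreasing H2A.Z windows, and 104 and 502 pan-H4ac windows. Median log2 fold changes in the authors' deposited table were 1.04 for increasing and −1.12 for decreasing H2A.Z windows. For pan-H4ac, the authors' deposited table gave medians of 0.53 and −0.93.

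**Figure D2:**
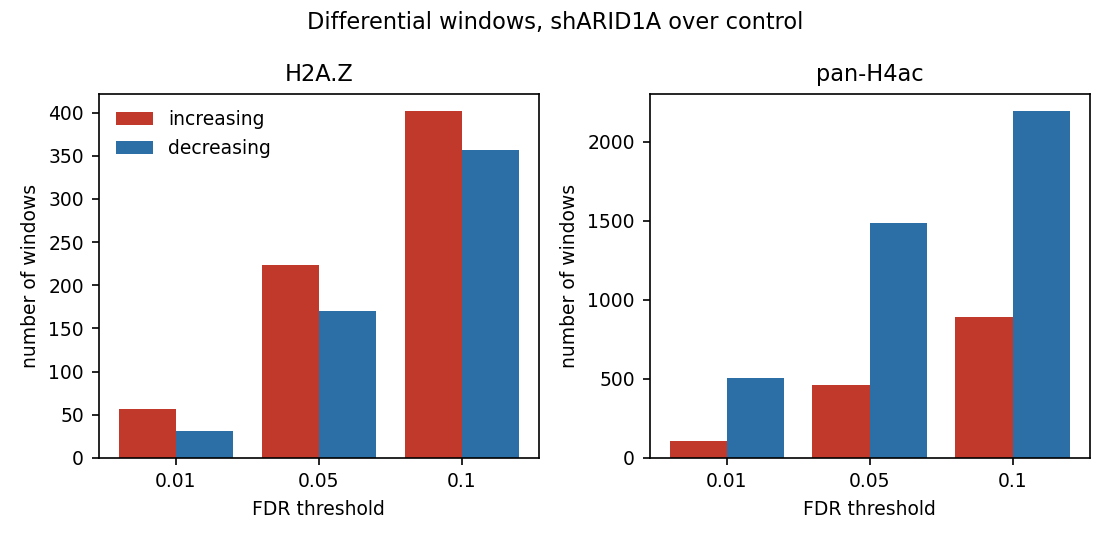
Number of windows that increased (red) or decreased (blue) in shARID1A over control cells at FDR thresholds of 0.01, 0.05 and 0.1, for H2A.Z (left) and pan-H4ac (right), from the authors' deposited table. At 0.05 there were 223 increasing and 170 decreasing H2A.Z windows, and 459 and 1485 pan-H4ac windows.

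Windows were tested where peaks of both replicates of a condition intersected. Of the H2A.Z windows in the authors' deposited table, 40.3% lay on peaks of all 4 libraries, 39.8% had such a pair only in shARID1A and 19.9% only in control. For pan-H4ac windows of the authors' deposited table these shares were 22.1%, 72.8% and 5.12%. Window edges coincided with peak edges at all 8769 H2A.Z and all 42483 pan-H4ac windows of the authors' deposited table. Table starts equalled the 0-based peak starts, so printed starts lie 1 bp before the first covered base.

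The leading windows by FDR in the authors' deposited table are given in GRCh38 coordinates. The H2A.Z window with the smallest FDR in the authors' deposited table lay on chromosome 19 from 3986860 to 3987837, 1398 bp upstream of the EEF2 TSS and outside the gene body, with a log2 fold change of 0.96 (FDR 2.71e-05). The next increasing H2A.Z window of the authors' deposited table covered the TSS of the long non-coding RNA gene KLRK1-AS1 on chromosome 12 from 10362702 to 10366446 (log2 fold change 0.78, FDR 7.75e-05). A further increase in the authors' deposited table fell 253 bp upstream of the ATP6V1C1 TSS on chromosome 8 from 103019454 to 103020810 (log2 fold change 0.87, FDR 0.000101). Among decreases, the authors' deposited table led with a window over the TMEM229A TSS on chromosome 7 from 124032716 to 124033280 (log2 fold change −1.24, FDR 0.000376), of which 50.9% was coding sequence and 11.3% untranslated region. An intergenic window of chromosome 2 from 94273174 to 94273477 followed in the authors' deposited table (log2 fold change −1.16, FDR 0.000512). The last of these, in the authors' deposited table, was an intronic window 777 bp downstream of the SPESP1 TSS on chromosome 15 from 68818997 to 68819340 (log2 fold change −1.22, FDR 0.000543), which also lay within 3 kb of the ANP32A TSS. Peaks were called at each of these 3 decreasing windows in 2 control libraries and 0 shARID1A libraries.

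For pan-H4ac, the leading increase in the authors' deposited table spanned the SEMA4B TSS on chromosome 15 from 90158085 to 90165578 (log2 fold change 0.64, FDR 3.25e-05). The authors' deposited table next listed a window at the 3′ end of PPARD on chromosome 6 from 35422167 to 35429525 (log2 fold change 0.66, FDR 5.95e-05), of which 37.0% was untranslated region and 12.3% coding sequence. An intergenic increase of the authors' deposited table lay on chromosome 20 from 51030888 to 51036080 (log2 fold change 0.81, FDR 0.000115), where peaks were called in 0 control and 2 shARID1A libraries. The strongest pan-H4ac decrease by FDR in the authors' deposited table was inside GRAPL, starting 18 bp from its TSS, on chromosome 17 from 19127552 to 19135999 (log2 fold change −0.83, FDR 1.87e-06). A window of the authors' deposited table over the PERCC1 TSS on chromosome 16 from 1427425 to 1432073 fell by 1.31 on the log2 scale (FDR 1.87e-06). The largest fall among these windows of the authors' deposited table was 1.93 on the log2 scale, at the TSS of the long non-coding RNA gene ENSG00000249722 on chromosome 5 from 174328585 to 174329982 (FDR 3.09e-06).

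The location of the changes was compared between directions, since the study separates promoter-proximal from distal chromatin. Of the increasing H2A.Z windows in the authors' deposited table, 148 of 223 (66.4%) were promoter-proximal, against 138 of 170 (81.2%) of the decreasing windows. The odds ratio was 0.46 (Fisher's exact test, two-sided, p = 0.00131, rotation permutation p = 0.0097). Benjamini-Hochberg adjustment over the 6 odds ratios of this kind gave 0.00157 (Fisher's exact test). Stratifying by GC content, an alternative chosen after seeing the data, changed the direction of this odds ratio to 1.25, which did not pass 0.05. Significant H2A.Z windows of the authors' deposited table were less often promoter-proximal than stable windows (72.8% against 79.9%), with an odds ratio of 0.67 (Fisher's exact p = 0.000843, adjusted p = 0.00127). Under GC strata this odds ratio was 0.80 and no longer passed 0.05. Among pan-H4ac windows of the authors' deposited table, 150 of 459 increasing (32.7%) and 358 of 1485 decreasing windows (24.1%) were promoter-proximal. Here the odds ratio was 1.53 (Fisher's exact p = 0.000331, adjusted p = 0.000661). Over strata of window width it was 1.15 and no longer passed 0.05. Significant pan-H4ac windows of the authors' deposited table were promoter-proximal in 26.1% against 34.0% of stable windows, an odds ratio of 0.69 (Fisher's exact p = 3.11e-13, adjusted p = 9.34e-13).

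Decreasing windows were narrower than increasing windows for both marks, and stable windows had still smaller median widths. The stable medians in the authors' deposited table were 292 bp for H2A.Z and 624 bp for pan-H4ac. Median widths in the authors' deposited table were 315.5 bp for decreasing and 440 bp for increasing H2A.Z windows, a difference of −124.5 bp (permutation test, two-sided, p = 0.00077). For pan-H4ac windows of the authors' deposited table the medians were 858 and 3215 bp, a difference of −2357 bp (permutation p = 1e-05, the smallest value that 100000 resamples can give). Median log2 CPM was 1.90 in increasing, 0.006 in decreasing and −0.37 in stable pan-H4ac windows of the authors' deposited table. Windows with more reads can pass an FDR threshold at smaller fold changes. Neither the width difference nor the smaller fold changes of increasing pan-H4ac windows were separated from this limit of detection. GC content also differed between H2A.Z classes, a property examined after the data were seen. The median was 48.8% in increasing, 71.6% in decreasing and 63.8% in stable H2A.Z windows of the authors' deposited table. For pan-H4ac windows of the authors' deposited table the medians were 47.8%, 49.3% and 48.2%.

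**Figure D3:**
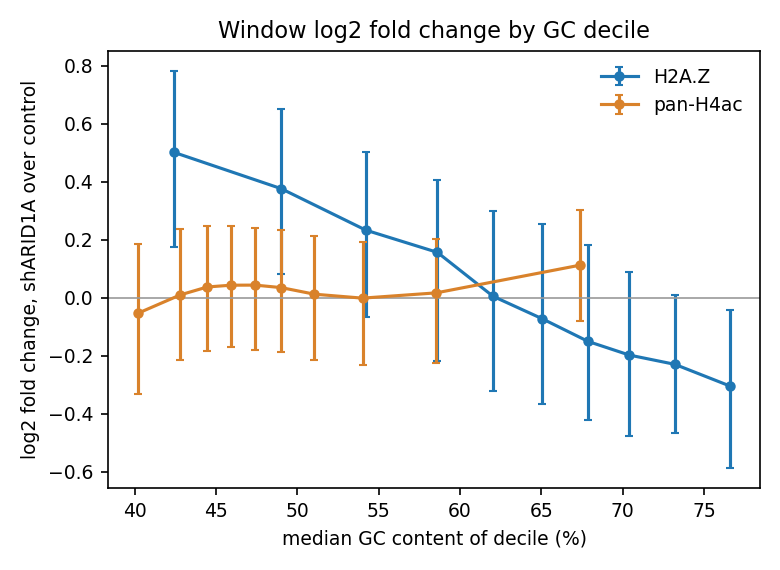
Median log2 fold change (shARID1A over control, from the authors' deposited table) in deciles of window GC content, plotted at each decile's median GC content in percent, for H2A.Z (blue) and pan-H4ac (orange); bars span the interquartile range of windows. The H2A.Z median falls from 0.50 in the lowest to −0.30 in the highest decile, while the pan-H4ac medians lie between −0.05 and 0.11.

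Peak calls carry no loess normalization, so they were set beside the direction of each significant window. They come from the same libraries as the fold changes, and peaks also defined the windows. A match between them is therefore not independent evidence. Where the 2 conditions differed in the number of libraries with a peak, the sign matched the log2 fold change of the authors' deposited table at 310 of 310 H2A.Z windows (100%, exact binomial interval 98.8 to 100%). At pan-H4ac windows of the authors' deposited table it matched at 1066 of 1094 (97.4%, 96.3 to 98.3%). Equal numbers of libraries with a peak were found at 39 increasing and 44 decreasing H2A.Z windows of the authors' deposited table. Among decreasing pan-H4ac windows of the authors' deposited table, 771 (51.9%) had a peak in fewer shARID1A libraries, 686 (46.2%) in equal numbers and 28 (1.89%) in more. Without shARID1A replicate 2, only 220 of these 1485 windows of the authors' deposited table (14.8%) had a smaller share of shARID1A than control libraries with a peak. That comparison keeps only shARID1A replicate 1, which has 129436 peaks against 43859 in replicate 2.

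Whether both marks changed together was tested at 4075 pairs of overlapping windows. Across these pairs of windows, which are not independent replicates, the log2 fold changes of the authors' deposited table had a Spearman rho of −0.099 and a Pearson r of −0.093 (rotation permutation p = 1e-05 for each, the smallest value possible). In distal windows alone rho was 0.014 (permutation p = 0.91), a change of direction. Set against the median of each GC decile, an alternative chosen after seeing the data, rho was −0.023 (permutation p = 0.26). The sign was the same for both marks at 50.2% of the pairs in the authors' deposited table. Only 3 pairs passed an FDR of 0.05 for both marks in the authors' deposited table, 2 with both marks increasing and 1 with H2A.Z increasing and pan-H4ac decreasing, so no odds ratio of direction could be computed.

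Peaks of the marks shared more bases than their coverage of the genome predicts. In control, replicate-overlap peaks of H2A.Z and pan-H4ac shared 405.6 kb, an observed over expected ratio of 7.91. After knockdown they shared 3528 kb, a ratio of 15.7. No random rotation of peaks along the chromosomes reached these values, the highest being 1.85 in control and 1.69 in shARID1A (permutation test, one-sided, p = 0.001 for each, the smallest that 1000 draws can give). H2A.Z peaks on a pan-H4ac peak numbered 716 of 5827 (12.3%) in control and 4709 of 8043 (58.5%) in shARID1A. The ratio depended on the peak lists used, with 17.7 and 10.4 for the same-numbered control libraries and 11.9 and 18.4 for the shARID1A libraries. The ranges of these single-library ratios overlapped between conditions, and the difference between conditions was not tested.

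The direction of the H2A.Z change was compared with pan-H4ac in control cells. Of the increasing H2A.Z windows in the authors' deposited table, 70 of 223 (31.4%) overlapped a control pan-H4ac peak. This held for 5 of 170 decreasing windows (2.94%) and for 1174 of 8376 stable windows (14.0%) of the authors' deposited table. The odds ratio of increasing against decreasing windows was 15.1 (Fisher's exact p = 2.47e-14, adjusted p = 1.48e-13, rotation permutation p = 1e-05). It was 3.62 with the peaks of any control library, the largest move among alternatives with a finite odds ratio. No finite ratio existed at an FDR of 0.01, where 21 of 56 increasing and 0 of 31 decreasing windows were marked (Fisher's exact p = 3.43e-05). In the reverse comparison, 15 of 459 increasing (3.27%) and 31 of 1485 decreasing pan-H4ac windows (2.09%) of the authors' deposited table overlapped a control H2A.Z peak, against 5.94% of stable windows. That odds ratio of 1.58 did not pass 0.05 (Fisher's exact p = 0.16), and its direction changed to 0.24 in distal windows.

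**Figure D4:**
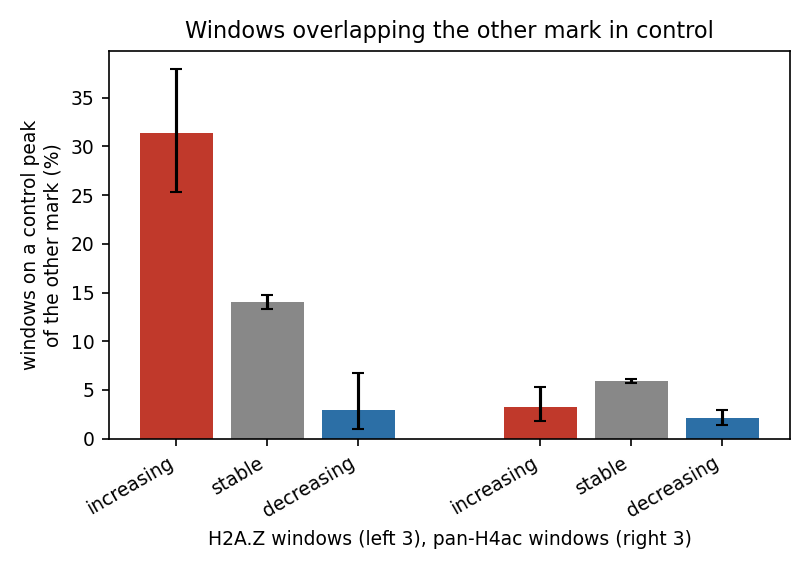
Percent of windows that overlap a control replicate-overlap peak of the other mark, for H2A.Z windows (left 3 bars) and pan-H4ac windows (right 3 bars) that increased, were stable or decreased in the authors' deposited table; error bars are 95% exact binomial intervals. For H2A.Z the shares are 31.4%, 14.0% and 2.94%, and for pan-H4ac 3.27%, 5.94% and 2.09%.

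The study names examples from larger sets of genes repressed by ARID1A together with H3.3, and the full sets were not tested. A fixed list of 12 such examples was tested for nearby changes (PLAU, TRIO, CCL2, ADAMTS15, C1S, CD82, CLSTN2, SCARB1, GYPC, WWC3, COL6A2 and MAP4K4). Of these, 9 genes had at least 1 window within 3 kb of the TSS, with 3 H2A.Z and 15 pan-H4ac windows in the authors' deposited table. None of these 18 windows passed an FDR of 0.05 in the authors' deposited table, where the smallest FDR was 0.237, and 2 windows had an unadjusted p under 0.05. The count of genes adjusted over the list alone was also 0. The study found these genes with libraries of the same cell system, so the list-only count is not independent evidence. That count does not cover the study's full gene sets. Within 10 kb, 1 gene of the list had a significant window, a pan-H4ac increase near CCL2 on chromosome 17 from 34245235 to 34252100 (log2 fold change 0.31, FDR 0.0442 in the authors' deposited table). That window lies outside the fixed 3 kb rule and was named after its values were seen. Adjusted over the list alone, the quasi-likelihood p-value of CCL2 within 10 kb was 0.083 and did not pass 0.05.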

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

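Alternatives were fixed before the data were examined, except the GC strata and GC decile medians, which were chosen after. Across 30 results, 138 alternatives gave a value. Apart from fits that left out a library, 68 were counted as the same, 34 moved, 6 became weaker, 2 became stronger and 4 reversed. The same meant the same side of the threshold, within the spread or, for window counts, within 1.5-fold. For peak numbers and covered lengths it meant only the same direction, whatever the size of the move. The 68 thus include the pan-H4ac covered-length log2 ratio of 6.75 against 1.96. They also include the replicate-block values, which equal the main values by construction. Peak-number and covered-length ratios kept their direction in every alternative listed for them, but a design of 2 against 2 cannot pass 0.05, so this says nothing about significance. Causes were not tested unless stated.

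Replicate numbers are shared between conditions, but the labels give no shared batch. Deviations of same-numbered libraries in peak presence had a correlation of −0.018 for H2A.Z and −0.15 for pan-H4ac. Replicate 1 had more peaks and covered bases than replicate 2 in all 4 groups, an offset that a correlation over regions does not show, so a pairing was neither established nor excluded. Taken as pairs, H2A.Z covered length was higher after knockdown in both (log2 differences 0.32 and 0.67), as was the number of H2A.Z peaks at a −log10 q of at least 3 (13835 against 11039 and 10429 against 6615), although the groups overlapped. With the replicate block, the log2 ratios of peak number were 0.55 for H2A.Z and 1.49 for pan-H4ac, equal to the unpaired values by construction. The smallest p that 2 pairs allow is 0.5 (exact sign-flip test).

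Sharing of peaks depended on the overlap rule. Requiring 50% of the peak gave 61.9% (control H2A.Z), 41.7% (shARID1A H2A.Z), 86.8% (control pan-H4ac) and 15.2% (shARID1A pan-H4ac). Equal numbers of top peaks per set gave 54.7%, 54.0%, 65.9% and 46.3%, in the same order. Any library of the other condition gave 87.1%, 74.5%, 98.9% and 57.0%. A −log10 q of at least 5 moved only pan-H4ac, to 75.0% of 64 control and 2.89% of 1592 shARID1A peaks, since few broad peaks reach it.

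Window counts followed the FDR threshold by construction. At 0.01 there were 56 increasing and 31 decreasing H2A.Z windows (64.4% increasing), and 104 and 502 pan-H4ac windows (17.2% increasing). At 0.1 there were 402 and 357 H2A.Z windows and 890 increasing pan-H4ac windows (28.8% increasing). With a 1.5-fold minimum there were 200 increasing pan-H4ac windows (14.4%). Setting fold changes against the median window could not change a call, because the shift was 0.015 for H2A.Z and 0.028 for pan-H4ac while the smallest significant changes were −0.33 and 0.18 on the log2 scale. It says nothing about stability, although its 2 values count among the 68. In peak calls behind windows, a −log10 q of at least 5 gave 97.4% for H2A.Z and 72.4% for pan-H4ac, and equal numbers of top peaks gave 99.1% for pan-H4ac. Leaving out each library gave 94.8% to 98.4% for pan-H4ac.

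At an FDR of 0.01, 3 of the 4 promoter odds ratios lost significance. They were 0.73 for increasing against decreasing H2A.Z windows, 0.71 for significant against stable H2A.Z windows and 1.13 for increasing against decreasing pan-H4ac windows, and fewer windows enter at that threshold. The remaining one, significant against stable pan-H4ac windows, was 0.62 and still passed 0.05. Over GC deciles the first reversed to 1.25 and the second was 0.80. Over width deciles the third was 1.15. The H2A.Z-marked odds ratio of pan-H4ac windows passed 0.05 with peaks of any control library (2.00) and with shARID1A peaks (2.32), and reversed at an FDR of 0.01 (0.56) and in distal windows (0.24), in both cases without passing 0.05. The pan-H4ac-marked odds ratio of H2A.Z windows had no finite value at an FDR of 0.01, because 0 of 31 decreasing windows were marked. Of the increasing windows, 21 of 56 were marked there (Fisher's exact p = 3.43e-05).

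The correlation between marks reversed in distal windows (0.014) and was weaker against GC decile medians (−0.023). The direction odds ratio could not be computed at FDR thresholds of 0.05 or 0.01. At 0.1 there were 11 pairs, 4 with both marks increasing and 0 with both decreasing (odds ratio 0, Fisher's exact p = 0.236). Co-occurrence moved to 32.4 at a −log10 q of at least 5 and to 17.7 for library 1 of each mark in control, and was 3.0 within promoter-proximal bases. In shARID1A it moved to 6.79 at the same threshold and to 5.33 within promoter-proximal bases. For the gene list, 1 gene was significant within 10 kb by the FDR of its window. It did not pass 0.05 when adjusted over the list alone (quasi-likelihood fit, adjusted p = 0.083).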

Other observations

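The tests of a GC bias common to the shARID1A libraries, of the ratio of stronger peaks between shARID1A pan-H4ac libraries, of narrow windows and of odds ratios within GC deciles were chosen only after the result was seen, and each reading here is a hypothesis from the same data.

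The H2A.Z log2 fold change of the authors' deposited table fell with window GC content, with a Spearman rho of −0.49 across 8769 windows (rotation permutation p = 1e-05, adjusted p = 1.1e-05 over 10 such relations). Windows are not independent replicates. Location near a promoter did not account for it, since rho was −0.46 in distal windows and −0.47 in promoter-proximal windows. A GC bias common to all shARID1A libraries is argued against by pan-H4ac, whose change at the same H2A.Z windows had a rho of 0.14. A bias in the H2A.Z libraries of 1 condition cannot be told apart from a change in H2A.Z with knockdown. Outside significant windows, the top 9100 peaks of each library had a median GC content of 65.8% and 64.6% in control and 60.8% and 60.2% in shARID1A. The gap of 3.8 percentage points between the conditions follows the groups, as either explanation requires. A loss of H2A.Z at GC-rich sites relative to others after ARID1A loss may be one reading, and stays open as untested.

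Because of this trend, the lower promoter-proximal share of increasing H2A.Z windows may reflect GC content. Within GC deciles the odds ratio was 1.25 and did not pass 0.05, so the lower share was no longer seen. Median GC content was 48.8% in increasing and 71.6% in decreasing windows, so few of them may share a decile. A result that does not pass 0.05 can also come from such low power, so this test cannot decide. The pan-H4ac-marked odds ratio of H2A.Z windows was 6.18 within GC deciles, so GC content is unlikely to be its whole cause.

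Peaks of pan-H4ac were more numerous after knockdown while most significant windows decreased. Loess centring could turn a general increase into relative decreases. Of the decreasing windows, 51.9% (exact binomial interval 49.3 to 54.5%) had a peak in fewer shARID1A than control libraries, against 3.47% of stable windows. Only 28 of them had a peak in more shARID1A libraries, against 771 in fewer, and 686 had equal numbers. With equal numbers of top peaks per library, 1076 (72.5%) had fewer and 13 had more. At a −log10 q of at least 5, 1 had fewer, 48 had more and 1436 had equal numbers, but with 28 and 9 control peaks left a majority was impossible there. The share was 50.8% without shARID1A replicate 1 and 14.8% without shARID1A replicate 2. The second value keeps only shARID1A replicate 1, whose 129436 peaks, against 43859 in replicate 2, make a missing call less likely. It therefore cannot decide the question alone. A majority was the criterion chosen. Because the interval includes 50% and the share depended on the libraries and peaks used, centring cannot be told apart from true loss for these windows as a set.

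Library 1 of shARID1A pan-H4ac had 2.95 times the peaks of library 2. Of its 129436 peaks, 94599 were in no other pan-H4ac library, and 97.0% of these were under a −log10 q of 3, against 67.6% of its shared peaks. Of all peaks in the other pan-H4ac libraries, 95.6% to 98.3% were also under that value, so the library-specific peaks were not unusually weak, and extra weak peaks cannot be told apart from ordinary ones by this measure. Weak peaks are unlikely to be the whole excess, because the ratio between the libraries rose to 8.40 at a −log10 q of at least 3, a measure picked once the values had been seen. Higher enrichment in that library, or a difference in depth, was not tested. A biological difference between the replicates was not tested either.

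H2A.Z peaks overlapped pan-H4ac peaks more often after knockdown. With equal numbers of top peaks per condition the share was 37.5% in shARID1A (exact binomial interval 36.3 to 38.8%) and 12.3% in control, so the number of peaks is unlikely to be the whole cause. The top pan-H4ac peaks still covered 58.7 Mb in shARID1A and 34.1 Mb in control, and the observed over expected ratios at equal numbers were 17.0 and 7.91. With the replicate 2 libraries alone, 36.2% of H2A.Z peak bases lay on pan-H4ac peaks in shARID1A and 6.74% in control (ratios 18.4 and 10.4), so the rise was also present without library 1. With the replicate 1 libraries alone the bases were 73.4% and 21.9%, while the ratio was lower in shARID1A (11.9) than in control (17.7). The same held at a −log10 q of at least 5, with 3.66% and 0.312% of bases and ratios of 6.79 and 32.4. The shared input library of each condition remains open, as does an effect of ARID1A loss.

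Chromosome medians of the log2 fold change ran in opposite directions for the marks (Pearson r = −0.73, permutation p = 0.0001; Spearman rho = −0.61, permutation p = 0.0023; 23 chromosomes; adjusted p = 0.0002 and 0.0034 over 6 such relations). Without chromosomes X and 13, the farthest from the H2A.Z median, r was −0.57 (permutation p = 0.0073). GC content did not account for it, since r was −0.82 after each window was set against its GC decile (permutation p = 1e-05). Without the 4 chromosomes with the fewest H2A.Z windows r was −0.41 (permutation p = 0.083), so a few sparsely covered chromosomes cannot be told apart from a general relation at 19 chromosomes. No biological explanation was tested.

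Some windows were narrower than the fragment length the authors set for peak calling, as an intersection of replicate peaks can leave. They made up 10.2% of significant and 13.9% of all H2A.Z windows (odds ratio 0.69 against stable windows, Fisher's exact p = 0.0302), and 6.07% and 6.91% of pan-H4ac windows (Fisher's exact p = 0.143). The directions differed, with 6.28% of increasing, 15.3% of decreasing and 14.0% of stable H2A.Z windows this narrow, and 0.871%, 7.68% and 6.95% of pan-H4ac windows. Each direction was not tested on its own. Narrow windows hold fewer reads, so the pooled odds ratio does not decide whether they are remnants of the intersection, a reading set once the odds ratio had been seen.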
